# Decode-seq: a practical approach to improve differential gene expression analysis

**DOI:** 10.1186/s13059-020-01966-9

**Published:** 2020-03-23

**Authors:** Yingshu Li, Hang Yang, Hujun Zhang, Yongjie Liu, Hanqiao Shang, Herong Zhao, Ting Zhang, Qiang Tu

**Keywords:** Differential expression, RNA-seq, Replication, Medaka, Germ cell

## Abstract

Many differential gene expression analyses are conducted with an inadequate number of biological replicates. We describe an easy and effective RNA-seq approach using molecular barcoding to enable profiling of a large number of replicates simultaneously. This approach significantly improves the performance of differential gene expression analysis. Using this approach in medaka (*Oryzias latipes*), we discover novel genes with sexually dimorphic expression and genes necessary for germ cell development. Our results also demonstrate why the common practice of using only three replicates in differential gene expression analysis should be abandoned.

Identification of differentially expressed genes (DEGs) is a fundamental step for many biomedical studies. The advent of RNA-sequencing technology ushered in a new era for DEG discovery. Single-cell RNA-sequencing has emerged as a powerful tool to achieve this end. However, due to the technical difficulties and the high cost associated with single-cell technologies, bulk RNA-sequencing remains the most popular approach for differential expression (DE) analysis in many biomedical fields. For example, 2 widely used algorithms for DE analysis, edgeR [1] and DESeq2 [2], have been cited over 10,000 times.

Analysis with inadequate replicates affects the accuracy and has the potential to invalidate many conclusions arrived at in such a manner. Biostatisticians have long encouraged the use of more biological replicates to achieve sufficient statistical power to call DEG correctly [3–6]. Nevertheless, many biologists are unaware of the appropriate number of replicates required to reach a threshold level of statistical power. We roughly estimated the replicate number commonly employed in publicly released studies. From NCBI GEO (Gene Expression Omnibus) database, we extracted 1,167 expression profiling studies which cited edgeR or DESeq2 and named the associated samples like “rep1” or “replicate 1” etc., which enabled us to estimate the replicate number used. From these studies, we found 39% of studies using only two replicates, 43% using three replicates, and only 18% using four or more replicates. The median replicate number was 3 (Additional file 1: Fig. S1). At this level of replication, only the most strongly changing gene can be identified. Our approximate estimation showed that presently most studies are underpowered to detect significant differences at a biologically meaningful level. Considering the wide application of DE analysis, the number of underpowered studies is surprisingly large.

This fundamental problem could be due to limitations of current bulk RNA-sequencing profiling methods, including relatively high cost and complex processing, which prevents researchers from using adequate replicates. For example, the cost and time needed to profile several dozens of samples would impose significant cost constraints on most research projects. Another scenario is that samples to be profiled are diminutive. To meet the requirement of the quantity of input RNA for the sequencing, researchers have to pool multiple samples together, which constrains the usable sample number even further. Therefore, the lack of practical experimental approaches prevents biologists from employing adequate replicates to achieve sufficient power in DEG discovery studies.

DNA barcode technology provides a solution to the problem. The capacities of current sequencing platforms greatly exceed the requirements of most single experiments. Therefore, various strategies of library multiplexing have been developed. For example, with Illumina TruSeq RNA technology, each library is processed individually and tagged with a short DNA barcode in a late step (ligate adapters), and a few dozens of libraries could be sequenced simultaneously in a single run. Most RNA-seq technologies are compatible with this late multiplexing strategy.

In recent years, single-cell RNA-seq (scRNA-seq) technologies have been developed rapidly. Some full-length scRNA-seq technologies (e.g., Smart-seq2 [7]) process each cell and tag each library individually in a late step (library amplification). Many other scRNA-seq technologies (e.g., STRT-seq [8], MARS-seq [9], Drop-seq [10], Cel-seq2 [11], Seq-well [12], Microwell-seq [13], and SPLiT-seq [14]) add barcodes from the early step (reverse transcription), then pool all samples together for the downstream processing. Since the barcodes are added before fragmentation, only one end of the transcript can be tagged. Thus, this early multiplexing strategy sacrifices the information of full-length transcripts while it enormously minimizes the library construction labor and cost and increases the multiplexity to the level of thousands or even more.

In addition to the use of DNA barcode to identify different samples/cells, another type of barcode termed as the unique molecular identifier (UMI) was also developed [15, 16]. A short random sequence is added to each cDNA molecule during reverse transcription, and quantification of transcripts is achieved by counting the number of distinct UMIs instead of by counting the number of reads. This method significantly reduced the inherent noise introduced by the PCR amplification and improved the accuracy of quantification.

A few methods have adopted these barcoding technologies to bulk RNA-seq samples. SCRB-seq [17] was originally developed for single-cell analysis, which adds both cell barcodes and UMIs to cDNAs by early multiplexing, then specifically enriches 3^′^ fragments for gene expression quantification. This method was used in bulk RNA-seq analysis in several studies and then was further optimized to form an approach called BRB-seq [18]. By 3^′^ end barcoding and enrichment, BRB-seq is able to produce dozens of libraries at a very low cost, which showed great potential for DE analysis.

The major problem of BRB-seq is that its library structure makes the sequencing difficult. Nucleotide diversity is important for the generation of high-quality data. BRB-seq libraries contain a poly(T) stretch introduced by the reverse transcription primer. Sequencing through such a low diversity region typically yields poor read qualities [19]. There are three ways to deal with this problem. The first is to adjust the read length to avoid the poly(T) stretch. The BRB-seq study used this way, and the read1 sequencing was set to 6–21 cycles. However, this adjustment will affect the entire flow cell, which means that users have to devote the entire flow cell for BRB-seq libraries. The sequencing cost of a flow cell is prohibitive for most users. The second solution is to add the PhiX control library as spike-in to provide enough sequence complexity to cover the poly(T) stretch. However, BRB-seq uses a customized read1 primer which cannot sequence the PhiX control and other standard Illumina libraries. The third solution is simply devoting the entire lane for BRB-seq libraries without the PhiX control and bearing the low quality of reads. In short, although BRB-seq showed its high multiplexing capacity to reduce the library construction cost, it is technically challenging or expensive to sequence the libraries. To our knowledge, there is currently still no practical approach to achieve early multiplexing for bulk RNA-seq with low cost of both library construction and sequencing.

To address this issue, here, we describe a practical approach Decode-seq (Differential Expression analysis by barCODEd SEQuencing) to overcome the current limitations and enable more accurate DEG discovery. This approach is technically simple, is compatible with standard sequencing settings, and significantly reduces the cost of both library construction and sequencing. With the high number of replicates, it dramatically improved sensitivity and reduced the false discovery rate. We applied this method in analyzing medaka fish at the early stage of sex determination and discovered multiple novel sexually dimorphically expressed genes, some of which are required for germ cell development.

Decode-seq adopts both sample barcode and molecular barcode in bulk RNA-seq for the DEG discovery purpose. During the reverse transcription, a fragment containing a unique sample identifier (USI) and a unique molecule identifier (UMI) is added to the 3^′^ end of the first-strand cDNA corresponding to the 5^′^ end of the transcript using the template switch method (Additional file 1: Fig. S2). With these identifiers, a large number of samples can be mixed into one pool and processed for library construction. After the tagmentation step, the fragments containing UMI, USI, and 5^′^ end of the transcript are enrich by PCR and sequenced using the Illumina platform. Thus, USIs carry the sample identification and enable multiplexing; UMIs carry the origin cDNA molecule identification and enable amplification of a small amount of starting material without severe quantification bias; 5^′^ end sequencing avoid the poly(T) stretch of the reverse transcription primer which causes base calling difficulty. In addition, 5^′^ end instead of full-length sequencing also reduce the number of reads needed. The Decode-seq libraries can be sequenced with standard Illumina sequencing primers. Therefore, it can be sequenced together with any common libraries, without the requirement of dedicating the entire lane or flow cell. Altogether, these designs significantly reduce the time and cost required for profiling a large number of samples. For example, in this study, 30 samples were profiled in 1 Decode-seq library, which reduced the library construction cost to about 5%; sequencing depth was also reduced to about 10–20% (6M vs. 30–60M); in total, the cost of library preparation and sequencing is reduce to about 10–15%.

We first evaluated the performance of Decode-seq using human/mouse RNA mixtures of known fold change. Sample mix5 was human RNA containing 5% mouse RNA, while mix1 was human RNA containing 1% mouse RNA. Thus, the difference of mouse genes between two sample mixes was fivefold. 

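Each sample of mix5 and mix1 carried its own barcode, and 15 samples of each mix were pooled in each of 2 Decode-seq libraries. The barcodes that marked mix1 in the first library marked mix5 in the second, so neither the library nor the barcode set followed the mix. The authors assigned reads to samples by the barcode in read 1, mapped read 2 with STAR and counted the distinct UMIs on each gene; they deposited these counts without normalization. The table lists 23939 human genes, 13656 mouse genes and 70 spike-in transcripts. Human and mouse genes received 200632 to 418067 UMIs per sample in mix5 (median 317528) and 214512 to 434090 in mix1 (median 321104). The paper gives its depth in reads, before reads with the same UMI are counted once. Genes with a mean of at least 1 CPM (UMI counts scaled to a common library size) in each mix were tested with edgeR's quasi-likelihood test after TMM normalization. The paper's text does not name its filter, and this minimum was chosen because Fig. 1b shows no gene below 1 on either axis.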

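In the libraries, mouse genes held 7.81% ± 0.327 (SD, n = 30) of the UMIs of mix5 samples and 3.37% ± 0.390 (n = 30) of those of mix1 samples. The ratio of these shares was 2.32 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Taken as the median over mouse genes of the edgeR fold change, the ratio was 3.81. The genes ENSMUSG00000106106 and ENSMUSG00000035202, which the files do not pair with symbols, held 60.4% of the mouse UMIs in mix1 and 25.6% in mix5. The first had 17653 ± 4319 CPM in mix5 and 18135 ± 3825 CPM in mix1, and the second 2334 ± 580 and 2227 ± 521 CPM. Without these 2 genes, a setting chosen after seeing the data and the one that moved the ratio most, the shares were 5.93% ± 0.159 and 1.36% ± 0.0443, a ratio of 4.35. Over the 290 mouse genes with a mean of at least 20 CPM, the median ratio of mix5 to mix1 was 4.53, with 5th and 95th percentiles of 3.06 and 5.54.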

Each mix was profiled 30 times at the 100 ng level. Reads were processed by customized scripts (Supplementary Data). DE analysis was performed with edgeR. As we knew all mouse genes were true DEGs and all human genes were not, we can calculate sensitivity, specificity, and all other performance statistics of DE callings with different numbers of replicates. For the statistics to be comparable, we fixed the specificity (percentage of human genes which were called non-DE) at the same level (95%), then calculated the sensitivity (percentage of mouse genes which were called DE) and false discovery rate (percentage of human genes in all identified DEGs) with replicates downsampled from 30 to 2 pairs. As illustrated in a calculation using 3 pairs of replicate (Fig. 1a), the sensitivity is 31.0% as only 1372 (red dots) out of 4432 mouse genes (1372 red and 3060 orange dots) were identified as DEGs, while the false discovery rate was as high as 33.8%, as out of 2072 recognized DEGs (1372 red and 700 blue dots), 700 were human genes (blue dots). 

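For 3 pairs, 10 draws of samples from the deposited UMI counts were tested on the 15938 genes that pass the filter in all 60 samples. Sensitivity was 48.6% ± 3.38 (SD, n = 10 draws) and ranged from 43.2% to 53.5%. On average 1119 of the 2302 mouse genes were called and 1183 were not, together with 682 of the 13636 human genes, so the false discovery rate was 37.9% ± 1.66. The draws reuse the same samples, and their SD is not that of independent experiments. When the filter was applied to the drawn samples alone, sensitivity was 35.7% ± 4.86. A filter of over 1 CPM in at least 16 samples with spike-in transcripts left out, chosen after seeing the data, moved the value most, to 32.4% ± 2.50.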

When the replicate number increased to 30, measurements of human and mouse genes were clearly separated (Fig. 1b). 

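With 30 pairs the median log2 fold change between mix5 and mix1 was 1.93 over mouse genes and -0.07 over human genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2122 mouse genes and 173 human genes had an adjusted p under 0.05, and 168 of these human genes were lower in mix5. ENSG00000108561 fell from 950 ± 169 to 721 ± 281 CPM (SD, n = 30 each; log2 fold change -0.39, SE 0.06), with an adjusted p of 3.7e-09 in that edgeR quasi-likelihood test. ENSG00000117906 fell from 77.1 ± 31.6 to 52.6 ± 19.8 CPM (log2 fold change -0.59, SE 0.11; adjusted p = 1.0e-06 in the same edgeR quasi-likelihood test). The files do not pair these identifiers with symbols. When TMM normalization used human genes only, 58 human genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 46 lower and 12 higher in mix5.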

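At the p threshold that calls 5% of the human genes tested, 2196 mouse genes and 681 human genes were called with all samples. Sensitivity was 95.4% (95% Wilson interval 94.5% to 96.2%) and the false discovery rate 23.7% (22.2% to 25.3%); these intervals treat genes as independent. Testing all genes with at least 1 UMI moved sensitivity most, to 53.7%, because genes with very few UMIs then count as missed. Each library tested without the other gave a sensitivity of 77.1% or 78.7%. Within 1 library the barcode set follows the mix and the genes were filtered anew, so the smaller number of samples is not the only difference. The mouse genes of highest mean CPM that were not called were ENSMUSG00000106106 (log2 fold change -0.04, SE 0.05) and ENSMUSG00000035202 (0.07, SE 0.04).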

The sensitivity dramatically increased to 95.1%, and the false discovery rate dropped to 14.2%. The calculation was repeated 100 times for each number of replicates, and the results clearly showed the trends that the performance was greatly improved when more replicates were used (Fig. 1c). This conclusion is consistent with previous studies [3–6].

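Over 10 draws for each number of pairs, mean sensitivity rose from 38.5% ± 3.38 (SD) with 2 pairs to 57.8% ± 1.76 with 4, 63.5% ± 2.60 with 5, 69.6% ± 1.73 with 6 and 76.6% ± 1.82 with 8. It was 81% ± 1.83 with 10 pairs, 88.7% ± 0.757 with 15 and 92.4% ± 0.475 with 20. The false discovery rate fell from 43.6% ± 2.25 with 2 pairs to 24.2% ± 0.0944 with 20, while the number of human genes called was held near 681 by the fixed specificity. Because the draws of 20 pairs share most of their samples, their SD understates the variation between experiments. From the change with the number of pairs, the paper concludes that more replicates improve the detection of changed genes.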

**Fig. 1:**
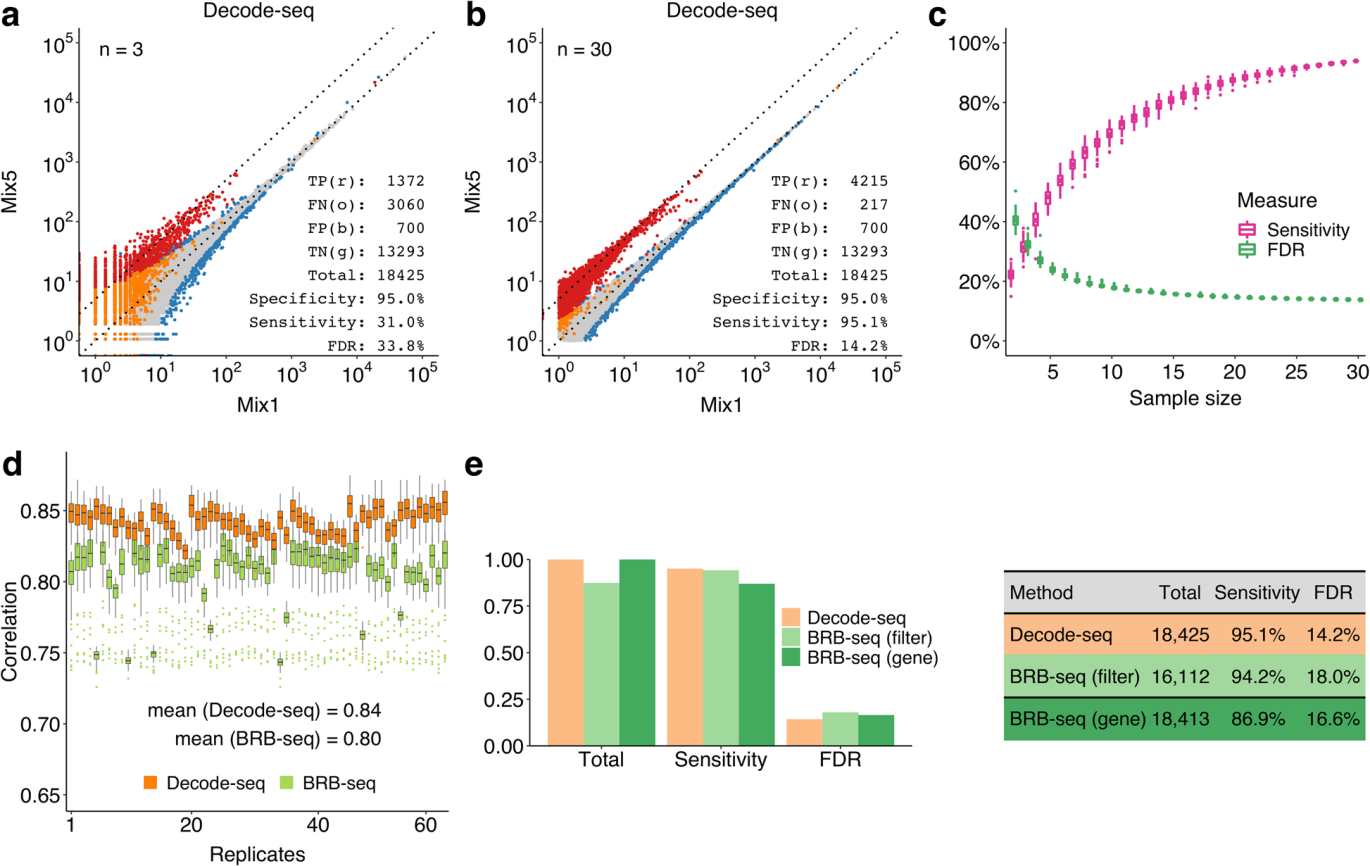
Performance evaluation of Decode-seq. **a** Differential expression analysis with 3 pairs of replicates. True positive (TP, red dots), mouse genes which were called DE; false negative (FN, orange dots), mouse genes which were called non-DE; true negative (TN, gray dots), human genes which were called non-DE; false positive (FP, blue dots), human genes which were called DE. Specificity = TN/(TN + FP), and it was fixed to 95% in all calculation. Sensitivity = TP/(TP + FN). False discovery rate = FP/(TP + FP). **b** DE analysis with 30 pairs of replicates. The sensitivity increased to 95.1%, and the false discovery rate dropped to 14.2%. **c** DE performance related to replicate number calculated by random downsampling of 30-pair data. Each replicate number was calculated 100 times. Sensitivity and false discovery rate were improved dramatically when the number of replicates increased. **d** Spearman’s correlations among replicates of Decode-seq and BRB-seq. Each replicate was compared with all other replicates of Decode-seq and BRB-seq, respectively. The distribution of these correlations was shown as the box for each replicate. In the Decode-seq group, replicate has higher correlations with each other, indicating the higher reproducibility. **e** DE performance of Decode-seq and BRB-seq. Bars in three colors represent DE performance of three sets: Decode-seq, BRB-seq with the same filter parameters as Decode-seq, and BRB-seq with the same total gene as Decode-seq. When using the same filter parameters, BRB-seq detected fewer genes. When using loose filter parameters to ensure the same total gene, BRB-seq gave a lower sensitivity

We downsampled the sequencing depth and found that 5.9M reads per sample was good for the purpose of this experiment (Additional file 1: Fig. S3). 

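Depth was lowered here by drawing UMIs at random from the deposited counts, which is not the same as drawing reads, because reads that share a UMI had already been merged. With 75% of the UMIs, a median of 239584 per sample, sensitivity with 30 pairs was 94.5%. It was 92.3% with 50% of the UMIs, 79.6% with 25%, 59.7% with 10% and 42.9% with 5%, the last a median of 15914 UMIs per sample. The genes tested were those that pass the filter on the full counts. When the filter was applied to the thinned counts instead, sensitivity with 50% of the UMIs was 87.9%. The false discovery rate rose from 23.8% with 75% of the UMIs to 40.8% with 5%.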

The sequencing depth should be determined on different purposes, for example, if detection of rare transcripts is required, more reads are needed to ensure the saturated UMI counts. We also tested this approach in threefold difference scenario (Additional file 1: Fig. S4) or lower input scenario (10 ng and 1 ng level) (Additional file 1: Fig. S5). It consistently improved the DE performance in all situations. 

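For the 3-fold difference, 3 Decode-seq libraries each held 10 samples of mix4.5, mix1.5 and mix0.9 at 100 ng, where the number gives the percentage of mouse RNA. The sets of barcodes were exchanged between the mixes from library to library. The 10 ng and 1 ng inputs had 1 library each, with 10 samples labelled mix4.5 and 10 labelled mix0.9, so at these inputs the barcode set followed the mix. At 100 ng the authors counted 35701 to 96366 UMIs per sample in mix4.5 (median 64744.5), 36150 to 104329 in mix1.5 (median 60322.5) and 26010 to 92920 in mix0.9 (median 60813). At 10 ng the totals were 31677 to 86225 (median 56561) for mix4.5 and 38977 to 110376 (median 75831) for mix0.9, and at 1 ng 23413 to 51196 (median 37775) and 26115 to 68283 (median 47280.5). At 10 ng the sample labelled mix4.5 with barcode TSO20 had 0.591% of its UMIs on mouse genes, and the sample labelled mix0.9 with barcode TSO30 had 4.75%; the other samples had 4.00% to 5.06% and 0.660% to 0.962%. At 1 ng, 5 of the 10 samples labelled mix4.5 had 0.795% to 1.06% of their UMIs on mouse genes, while the other 5 had 4.11% to 4.77%. The labels were used as given, which limits every value at 10 ng and 1 ng.

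**Figure D1:**
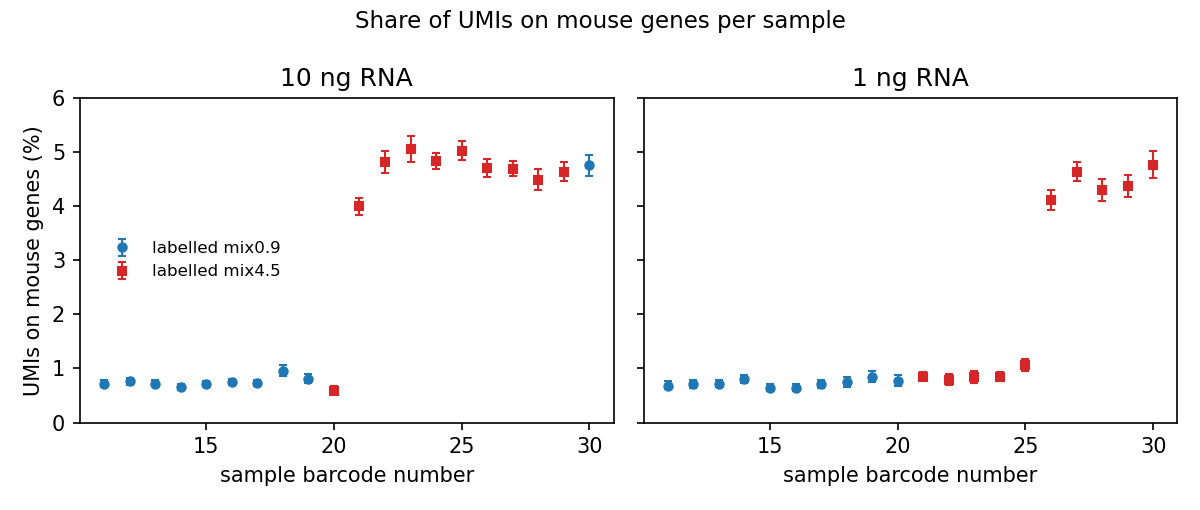
Percentage of UMIs on mouse genes in each sample of the 10 ng and 1 ng libraries, by the number of its barcode, with 95% Wilson intervals. Circles are samples labelled mix0.9 and squares are samples labelled mix4.5 (10 of each per library).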

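For mix4.5 against mix1.5, a 3-fold difference, 52.9% (95% Wilson interval 50.9% to 55%) of the 2286 mouse genes tested were called with 30 pairs, at a false discovery rate of 36%. Sensitivity was 11.1% ± 1.57 (SD, n = 10 draws) with 3 pairs, 32.1% ± 1.98 with 10 and 45.4% ± 1.73 with 20. For mix4.5 against mix0.9 in the same libraries, it rose from 18.9% ± 2.34 with 3 pairs to 68.2% of 1569 mouse genes with 30. The filter moved these values most: filterByExpr of edgeR, which keeps few mouse genes, gave 100% in both comparisons, at false discovery rates of 73.2% and 74.5%. For the samples labelled mix4.5 and mix0.9 at 10 ng, sensitivity was 12.0% ± 4.14 with 3 pairs, 20.4% ± 5.76 with 5 and 30.9% (28.8% to 33.1%) with 10. At 1 ng it was 5.30% ± 3.81, 13.0% ± 3.64 and 20.4% (17.9% to 23.0%), and the false discovery rate with 10 pairs was 75.3%. Regrouping the same samples at 1 ng at random gave a value at least as large in 5 of 100 groupings, counting the labels themselves, while the 38 mouse genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test) were reached in 1 of 100. The shares of UMIs on mouse genes stood in a ratio of 3.26 for the 3-fold difference and 5.26 for the 5-fold difference at 100 ng. The paper states that the detection of changed genes improved in each of these settings.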

In brief, Decode-seq is able to profile 30 pairs of biological replicates thus dramatically improved the DE performance at much less cost.

We also compared the performance of Decode-seq and BRB-seq. 

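The BRB-seq library held 30 samples of mix5 and 30 of mix1, so its values come from 1 library preparation. The label deposited with this library describes Decode-seq, whereas the series description and Table S3 give BRB-seq; it was analysed as BRB-seq, and each BRB-seq value here rests on that assignment. The authors deposited its distinct UMIs per gene as counts, with 23214 human genes, 11823 mouse genes and no spike-in transcripts listed. Samples of mix5 had 159040 to 874366 UMIs (median 561846) and samples of mix1 109224 to 806835 (median 512728), with higher medians than in the Decode-seq libraries and a wider range. The barcodes of mix5 all differ from those of mix1, so an effect of the barcode cannot be separated from the mix. Mouse genes held 10.0% ± 0.632 (SD, n = 30) of the UMIs in mix5 and 2.31% ± 0.221 (n = 30) in mix1, a ratio of 4.35. The number of replicates is the same as for Decode-seq, but the number of libraries is not, and only Decode-seq can show variation between libraries.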

As discussed above, the structure of BRB-seq library is not compatible with standard Illumina sequencing conditions. Users have to either devote the entire flow cell and adjust the sequencing cycles to ensure high-quality reads, or devote one lane and use the customized primer but bear the low-quality reads. The BRB-seq study used the former strategy. Due to the prohibitive cost of using an entire flow cell, we did not compare two methods this way. Instead, we used the latter strategy, which cannot generate high-quality reads but is more practical for most labs. As expected, the read quality was adversely affected by the poly(T) repeats (Additional file 1: Fig. S6). Correspondingly, the mapping rate was only 65% while that of Decode-seq was 80%. We calculated the Spearman’s correlation coefficients between each replicate and all other replicates in the groups of Decode-seq and BRB-seq, respectively (Fig. 1d, Additional file 1: Fig. S7). 

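Over 27202 human genes, the mean Spearman correlation of a replicate with all other replicates was 0.844 ± 0.00752 (SD, n = 60) for Decode-seq and 0.802 ± 0.0180 (n = 60) for BRB-seq. The values ranged from 0.823 to 0.857 and from 0.747 to 0.818 (two-sided permutation test of the means, p = 1e-05, the smallest that 100000 permutations can give). Each value is a mean over the other replicates of its method, so the values are not independent, and BRB-seq had only 1 library. That p therefore does not measure variation between library preparations. The difference of 0.0424 was 0.0215 when mouse genes were included and pairs were limited to the same mix. It was 0.0624 when every sample was thinned to 109224 UMIs, with means of 0.747 and 0.685. A replicate's correlation rose with the logarithm of its UMIs on human genes. In Decode-seq r was 0.966 (permutation p = 1e-05) and rho 0.965 (permutation p = 1e-05, n = 60). In BRB-seq r was 0.971 (permutation p = 1e-05) and rho 0.927 (permutation p = 1e-05, n = 60). These p values are the smallest possible and were unchanged after Benjamini-Hochberg adjustment over 4 relations. Without the 2 samples whose UMIs lie farthest from the median, r was 0.963 and 0.961. Within the 2 Decode-seq libraries r was 0.973 and 0.963. The paper concludes from the lower correlations that BRB-seq is less reproducible.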

The result showed that the correlations among BRB-seq replicates were lower than those of Decode-seq, indicating a lower reproducibility. 

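With the mean of at least 1 CPM in each mix, 12451 genes were tested for BRB-seq, of which 1291 were mouse genes; the same filter left 15938 genes for Decode-seq. In BRB-seq 1257 mouse genes and 558 human genes were called at the fixed specificity, a sensitivity of 97.4% (95% Wilson interval 96.3% to 98.1%) and a false discovery rate of 30.7%. The filter moved sensitivity most: over all genes with at least 1 UMI it was 44.6%. When every sample of both methods was thinned to the same total, sensitivity was 81.6% of 1254 mouse genes for BRB-seq and 81.1% of 2207 for Decode-seq. In BRB-seq, 245 human genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), with 192 lower and 53 higher in mix5. When TMM normalization used human genes only, edgeR's quasi-likelihood test gave 47 lower and 119 higher, so the prevailing direction depends on the normalization. ENSG00000101146 rose from 298 ± 204 to 411 ± 173 CPM (SD, n = 30 each; log2 fold change 0.65, SE 0.11) and ENSG00000122545 fell from 68.2 ± 19.2 to 45.8 ± 17.6 CPM (log2 fold change -0.54, SE 0.10); the files do not pair them with symbols.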

In the comparison of DE performance (Fig. 1e, Additional file 1: Fig. S8), when the same filter parameters of edgeR were used, BRB-seq detected fewer genes than Decode-seq (16,112 vs. 18,425). If we loosed the filter parameters to ensure the same total number of genes detected, BRB-seq showed lower sensitivity (86.9% vs. 95.1%). 

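To bring BRB-seq to nearly the gene total of Decode-seq, the minimum mean CPM in each mix was lowered to 0.41, which left 15904 genes with 2432 mouse genes among them. Of these mouse genes 2187 were called, a sensitivity of 89.9% (95% Wilson interval 88.7% to 91.1%), at a false discovery rate of 23.5%. Loosening a filter on the number of samples with over 1 CPM instead, an alternative chosen after seeing the data, gave 18388 genes and a sensitivity of 86.9%. The genes that enter with a looser filter have fewer UMIs, so the mouse genes tested are not the same genes in the 2 methods. The paper concludes from the lower sensitivity that BRB-seq performed less well at an equal number of genes.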

In short, with standard sequencing settings, BRB-seq generated reads with poor quality, which further reduced the performance of DE analysis. Decode-seq uses standard sequencing primers and contains no low diversity poly(T) repeats. Therefore, users do not have to devote the entire flow cell or lane, which significantly reduced the sequencing cost and make the experiment design flexible. In fact, we routinely sequenced the Decode-seq libraries with only 10% lane per library for the quality control purpose. However, Decode-seq is 5^′^ based and uses the template switching mechanism which biases towards full-length cDNA molecules. BRB-seq is 3^′^ based and uses the nick translation mechanism. Therefore, if these are the concerns and customized sequencing is not an issue, BRB-seq is an attractive alternative solution to achieve multiplexing.

Next, to test the applicability of Decode-seq, we sought to apply Decode-seq to address a real biological question. Sex determination is an essential step in the fate decisions of germ cells. Medaka (*Oryzias latipes*), a small egg-laying freshwater teleost, is an important model organism for studying vertebrate sex determination [20]. Several key factors controlling medaka sex determination are known, including *DMY* [21], *gsdf* [22], *foxl2* [23], and *foxl3* [24]. However, the cohort of genes involved in this process is largely unknown. It was reported that the first appearance of morphological sex difference in medaka is the difference in the number of germ cells, as these cells in female undergo a rapid proliferation while they remain quiescent in male. At stage 39 (just hatching), the average numbers of germ cells in male and female are about 80 and 120 [25]. Therefore, DEGs at this stage are expressed differentially in only a few hundred cells (germ cells and somatic gonadal cells) per fish. It is a great challenge to correctly identify DEGs between male and female at this stage. 

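The medaka fry, each with its own barcode, were pooled in 4 Decode-seq libraries. The first held 10 females and 10 males, the second 10 of each with 10 DMY mutants, another 10 males and 10 mutants, and the last 10 females and 10 mutants. The authors mapped the reads with STAR to medaka and deposited distinct UMIs as counts on 19023 genes. Females had 32594 to 398155 UMIs (median 140788) and males 24818 to 586551 (median 95626), and the medians within a library ran in opposite directions: 169847 and 91747.5 in the first, 46648 and 102797 in the second. The paper gives depth in reads, whereas these totals are of UMIs. The 18422 genes with at least 1 UMI in a female or a male were tested with edgeR's quasi-likelihood test and TMM normalization without a term for the library. The adjusted p values in Table S1 imply 19088 genes tested, more than have a UMI in these fry, so no stricter filter was applied. Sex and library are partly confounded in this comparison, since 2 of the libraries hold only 1 of the sexes.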

Using Decode-seq, we profiled gene expression of 30 male fry and 30 female fry (Fig. 2a). 

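In the comparison of 30 female with 30 male medaka fry, 46 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment): 32 were higher in females and 14 in males, where DESeq2's Wald test gave 16 and 16. The 300 genes of smallest p extend to an adjusted p of 0.359 in this edgeR quasi-likelihood test, and 299 of them are in Table S1. With the library as a covariate 28 genes had an adjusted p under 0.05, of which 14 were among the 46. The sex difference in that fit comes only from the 2 libraries with both sexes, so from 20 females and 20 males. Values of single genes between the sexes with this covariate share that loss of fry, so they do not show the adjustment alone. Leaving out the first library gave 105 genes, although fewer fry were then compared, and filterByExpr of edgeR, which kept 804 genes, gave 12. Thinning every fry to the same UMI total, chosen after seeing the data, moved the number most, to 3 genes. Leaving out 1 fry at a time gave 38 to 57 genes over 60 fits. Genes also differed between libraries within a sex: 1006 between the libraries of females and 159 between those of males had an adjusted p under 0.05.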

Top 300 highly sexually dimorphically expressed genes ranked by adjusted *p* values were selected for further analysis (Additional file 2: Table S1). 

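Of the 300 genes of smallest p, 178 were higher in female fry and 122 in male fry. The gene *gsdf* had 6.00 ± 9.85 CPM (SD, n = 30) in females and 25.9 ± 27.7 CPM (n = 30) in males, from 25 and 115 UMIs in all (log2 fold change -2.04, SE 0.34; adjusted p = 6.5e-05 in edgeR's quasi-likelihood test). *foxl3* had 17.4 ± 15.7 and 2.35 ± 4.52 CPM (log2 fold change 2.46, SE 0.42; the same adjusted p in edgeR's quasi-likelihood test). Without the first library, *foxl3* had a log2 fold change of 1.78 and an adjusted p of 0.104 in edgeR's quasi-likelihood test; *gsdf* stayed between -2.23 and -1.87 whichever library was left out. The smallest p belonged to *gucy1b1*, higher in females at 84.1 ± 59.8 against 31.5 ± 25.2 CPM (log2 fold change 1.40, SE 0.23). With the library as a covariate its log2 fold change was 0.87, at rank 67 with an adjusted p of 0.179 in edgeR's quasi-likelihood test. In the same test and fit, *gsdf* had a log2 fold change of -2.14 (adjusted p = 2.4e-04) and *foxl3* of 2.43 (adjusted p = 0.00126). ENSORLG00000021829, at rank 3, had 40 UMIs in 8 females and 0 in males, so its log2 fold change of 3.55 depends on the prior count added by edgeR. Among genes higher in males, *mknk2b* (log2 fold change -1.56, SE 0.29) and *calcoco1b* (-2.49, SE 0.48) followed *gsdf*, but without the library of males and mutants their values were 0.22 and -0.60. The paper identifies these 300 genes as differing between the sexes.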

One hundred twenty-one genes in male and 179 genes in female were identified as DEGs, including *gsdf* and *foxl3*. Some known markers (e.g., *DMY*, *foxl2*) are expressed at low levels. Although these genes showed clear dimorphic expression in the data, they do not fall into the top 300 list. 

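All 25 genes that the paper took to qPCR are among the 300 genes of smallest p, at ranks from 5 to 170, with 20 higher in females and 5 in males. Their log2 fold changes were 0.68 to 2.69 in size and their UMIs over the 60 fry 13 to 1699 (median 75). In edgeR's quasi-likelihood test 17 of the 25 had an adjusted p under 0.05 over all genes tested, and 10 of the 17 lost it in at least 1 of the 60 fits that leave out 1 fry. Without the first library 9 of the 25 had it, without the second 13, without the library of males and mutants 10 and without the last 22. Adjusted over the list alone all 25 did, but the list was chosen on these same fry. With the library as a covariate 12 of the 25 had an adjusted p under 0.05. All 25 kept their sign, but *fbxo32* had a log2 fold change of only -0.01 there, against -1.88 without the covariate. Without the first library the direction reversed for ENSORLG00000024202 (log2 fold change -0.40) and *si:ch1073-385f13.3* (-0.75). Without the library of males and mutants it reversed for *fbxo32* (0.41). The filter moved the ranks most: filterByExpr of edgeR kept 804 genes and 2 of the 25 were among its 300 of smallest p, while DESeq2 on all genes had 11. In 5 of the 25, over 50% of the UMIs in females came from 1 fry.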

We selected 25 genes based on the expression, gene structure, and functional clues from this top 300 list for further study. In the qPCR validation (Fig. 2b), 20 (80%) of them were confirmed to be significantly differentially expressed. 

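Over 10 draws for each number of pairs of medaka fry, the mean number of genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test) was 8.2 ± 6.66 (SD) with 3 pairs, 5.7 ± 5.68 with 5, 15 ± 9.43 with 10, 34.3 ± 15.3 with 15, 34.2 ± 15.0 with 20 and 47.5 ± 10.9 with 25. The number also found with all 30 pairs rose at each step, from 1.7 ± 1.57 with 3 pairs to 6 ± 4.52 with 10, 20.9 ± 7.34 with 20 and 32.4 ± 5.40 with 25. Of the 25 genes taken to qPCR, 8.3 ± 5.52 were among the 300 genes of smallest p with 3 pairs and 23.5 ± 1.35 with 25. Drawing 10 pairs in equal numbers from the 2 libraries that hold both sexes gave 8.9 ± 4.56 genes, of which 5.3 ± 2.21 were found with all pairs. Large draws share most of their fry with the full comparison, which raises their overlap with it.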

We did the downsampling analysis similar to the human/mouse RNA experiment, and the conclusion was the same: much fewer genes could be identified with fewer replicates (Fig. 2c). Further, we used *in situ* hybridization chain reaction (HCR) [26] to check the cellular location of *cd74a*, a novel DEG (Fig. 2d). The expression of this gene co-localized with the germ cell marker *vasa*, instead of the somatic cell marker *sox9b*. This indicates *cd74a* is specifically expressed in germ cells. The dimorphic expression pattern of *cd74a* is consistent with the dimorphic different number of germ cells. 

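In the counts, *cd74a* had 120 ± 175 CPM (SD, n = 30) in females and 47 ± 43.9 CPM (n = 30) in males (log2 fold change 1.33, SE 0.25; adjusted p = 4.8e-04 in edgeR's quasi-likelihood test, rank 9). In the first library the means were 115 ± 121 CPM in females and 24.6 ± 24.6 in males (n = 10 each), and in the second 125 ± 273 and 65.4 ± 49. The female mean in the second library comes mostly from 1 fry, and 7 of its 10 females had a UMI of this gene, so that library alone does not establish a direction. Leaving out any 1 fry gave an adjusted p of at most 0.0176 in edgeR's quasi-likelihood test. With the library as a covariate the log2 fold change was 1.52 with an adjusted p of 1.0e-06 in edgeR's quasi-likelihood test. DESeq2 gave an adjusted p of 0.136 in its Wald test with a log2 fold change of 1.30. UMI counts from whole fry do not give the cell in which a gene is expressed. The paper proposes that the difference in *cd74a* goes with the number of germ cells.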

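The gene *vasa* is listed as *ddx4* in Table S1, and it had 114 UMIs in the 30 females and 47 in the 30 males. Its mean was 25.3 ± 19.0 CPM (SD) in females and 9.88 ± 9.30 CPM in males (log2 fold change 1.14, SE 0.29), which places it at rank 49 by p. The adjusted p was 0.0537 in edgeR's quasi-likelihood test and 0.0372 in DESeq2's Wald test. With the library as a covariate the log2 fold change was 0.92 with an adjusted p of 0.672 in edgeR's quasi-likelihood test. With the barcode set and the mutants added to that fit, a setting chosen after seeing the data, these values of edgeR's quasi-likelihood test were 0.74 and 0.693. Leaving out 1 fry at a time, the adjusted p of edgeR's quasi-likelihood test ranged from 0.0259 to 0.134 and was under 0.05 in 21 of 60 fits.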

In fact, Decode-seq also identified the germ cell marker *vasa* as a DEG in the top 300 list. Lastly, we knocked out a novel DEG (ENSORLG00000007290) using a rapid knockout method to generate F0 mutants [27, 28]. 

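In females, ENSORLG00000007290 had 30 UMIs, found in 6 of the 30 fry, and 21 of them (70%) were in 1 fry; in males it had 2 UMIs. The means were 5.96 ± 20.7 CPM (SD, n = 30) and 1.32 ± 7.24 CPM (n = 30), with a log2 fold change of 2.41 (SE 0.54; adjusted p = 0.00949 in edgeR's quasi-likelihood test, rank 22). Without that 1 female the log2 fold change was 1.10 and the adjusted p of edgeR's quasi-likelihood test 0.600. With the library as a covariate this adjusted p was 0.1, and DESeq2's Wald test gave an unadjusted p of 0.369. The paper chose this gene for knockout as one that differs between the sexes.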

The mutant showed severe germ cell depletion (Fig. 2e–h, Additional file 1: Fig. S9), which indicates that this gene is required for germ cell development. Briefly, Decode-seq was able to identify novel genes with differential expression and potential key functions in very challenging scenarios.

**Fig. 2:**
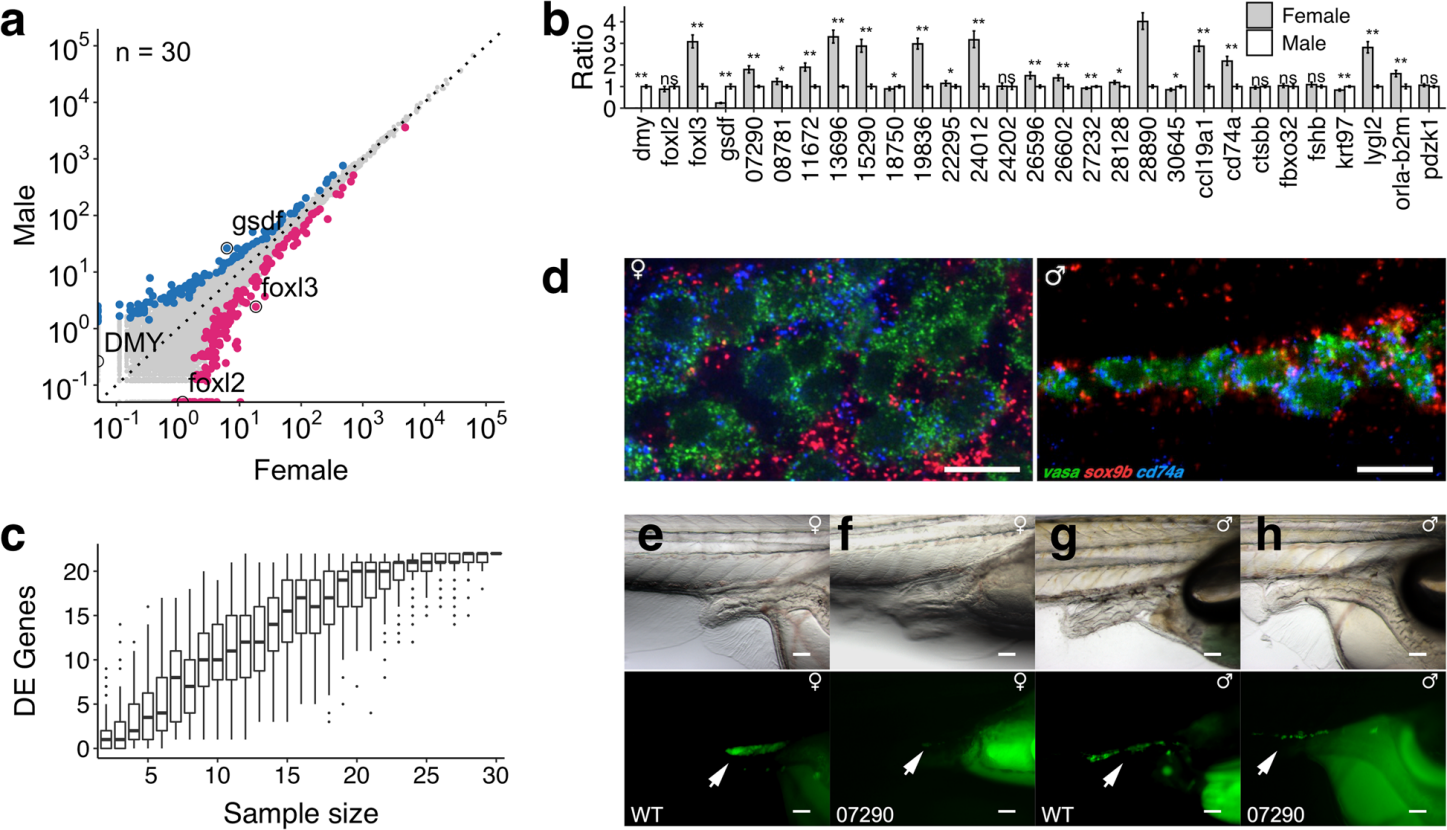
Differential gene expression analysis of sex determination of medaka. **a** Expression profiling of 30 pairs of medaka male/female fry with Decode-seq. Top 300 genes were color coded. Blue dots, genes expressed higher in male; red dots, genes expressed higher in female; black circled dots, known genes with dimorphic expression. **b** qPCR validation of identified DEGs, including 4 known markers and 25 novel DEGs. Error bar: SE. *p < 0.05, **p < 0.01. **c** Sample size downsampling shows much fewer DEGs would be identified with fewer replicates. **d** Hybridization chain reaction validation of *cd74a*. Green signal: *vasa*, expressed in germ cells; red signal: *sox9b*, expressed in somatic cells; blue signal: *cd74a*, expressed in germ cells. Scale bar: 10 *μ* m. **e**–**h** Functional validation of ENSORLG00000007290 using genetic knockout. Medaka fry at stage 39 (hatching) was used. Arrows indicate the GFP-labeled germ cells. Scale bar, 100 *μ* m. **e** Wild-type female fry, a cluster of germ cells with strong GFP signal are visible. **f** Mutant female fry, germ cells are barely visible. **g** Wild-type male fry, a cluster of germ cells are visible. **h** Mutant male fry, germ cells are largely depleted

The salient features of Decode-seq are as follows: (1) multiplexing—a large number of samples can be mixed in one library, which significantly reduces the time and cost of library preparation; (2) high sensitivity—trace amounts of RNA can be profiled, and therefore, small tissue samples can be analyzed without being pooled together; (3) 5^′^ cDNA end enrichment—this greatly reduces sequencing depth required compared to the full-length sequencing and overcomes the difficulty of 3^′^ end sequencing; and (4) compatible with standard Illumina sequencing settings—it does not require customized sequencing cycle numbers or primers, so users do not have to devote the entire flow cell or lane for sequencing. This feature significantly reduces sequencing cost. Given the high performance and low cost associated with this approach, we anticipate Decode-seq to be widely used to improve differential gene expression analysis in many instances where, for one reason or another, the single-cell analysis is not possible or affordable. Despite biostatisticians’ longtime appeal of using more replicates to achieve sufficient statistical power, it is still very common to employ only two or three replicates. Here, we described an easy and effective experimental approach for DEG discovery. Depending on the purpose of studies and resources available, researchers could use either 5^′^-based Decode-seq or 3^′^-based BRB-seq to achieve multiplexing. Unless samples are precious, full-length sequencing is necessary, or underpower is not an issue, there are few reasons to use inadequate replicates. Therefore, we appeal that the common practice of using three replicates in differential gene expression analysis should be avoided if possible.

## Supplementary information

**Additional file 1** Supplementary figures. **Fig S1**: Distribution of replicate numbers employed in surveyed GEO studies. **Fig S2**: Design of Decode-seq. **Fig S3**: Downsampling of sequencing depth. **Fig S4**: Performance evaluation of Decode-seq at 3-fold change level using human/mouse RNA mixes. **Fig S5**: Performance evaluation of Decode-seq with 10 ng and 1 ng RNA at 5-fold change level. **Fig S6**: Sequencing quality scores and nucleotide distribution of BRB-seq and Decode-seq. **Fig S7**: Spearman’s correlations of human gene UMI counts between technical replicates of Decode-seq and BRB-seq. **Fig S8**: DE performance of BRB-seq and Decode-seq when using different edgeR filtering parameters. **Fig S9**: Genetic knockout of ENSORLG00000007290 by four-guide Cas9 RNP.

**Additional file 2** Supplementary tables. **Table S1**: Top 300 genes with sexually dimorphic expression identified in this study. **Table S2**: Primers and gRNAs used in this study. **Table S3**: Sequencing stats of all libraries sequenced in this study.

**Additional file 3** Supplementary methods.

**Additional file 4** Supplementary data: the experimental protocol and computational analysis pipeline for decode-seq.

**Additional file 5** Review history.

## Data Availability

Detailed methods used in this study are described in Additional file 3: Supplementary Methods. Raw sequencing reads and processed count tables are available in NCBI Gene Expression Omnibus database under accession GSE130014 [30]. The experimental protocol and computational analysis pipeline of Decode-seq are included as Additional file 4: Supplementary Data, and also available on GitHub [31] (licensed under GNU General Public License v3.0), Zenodo [32], and our lab website [33].

How the deposited data were processed for this re-analysis (not part of the article)

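The data are counts of distinct unique molecular identifiers (UMIs) per gene and barcoded sample, in 5 tables. Human and mouse RNA mixes were measured by Decode-seq in 60 samples at 100 ng (mix5 and mix1, 30 each, 2 libraries), in 90 samples at 100 ng (mix4.5, mix1.5 and mix0.9, 30 each, 3 libraries) and in 40 samples at 10 ng and 1 ng (1 library each), and by BRB-seq in 60 samples (mix5 and mix1, 1 library). The label deposited with the BRB-seq library describes Decode-seq; the series description and Table S3 were followed. Medaka fry of stage 39 were measured in 90 samples: 30 females, 30 males and 30 DMY mutants in 4 libraries.

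The authors took the sample barcode and the UMI from read 1, kept reads whose barcode bases had a quality over 20, mapped read 2 with STAR, assigned reads to genes and counted distinct UMIs. The values the authors deposited are these counts; every value is a whole number of at least 0, and no column has been scaled. The versions of STAR and of the human and mouse genomes are not stated in the scripts. The samples are barcodes within pooled libraries, so each library is a batch. In the mix5 and mix1 libraries and in the 100 ng libraries of the 3 other mixes the barcode sets were exchanged between mixes, whereas at 10 ng, at 1 ng and in BRB-seq the barcode set followed the mix.

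Median UMI totals per sample were 319335 for mix5 and mix1 in Decode-seq, and the totals of each group are given with its results. At that median a gene with 2 CPM receives on average less than 1 UMI per sample, so genes near the filter rest on few UMIs. Library sizes are totals over all genes without spike-in transcripts. No sample was left out; a planned filter that removes fry with less than 20% of the median UMI total removed none.

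Tests used R 4.3.3 with edgeR 4.0.16: TMM normalization, estimateDisp, glmQLFit and the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the genes tested. Log2 fold changes are edgeR's, with a prior count added. A gene with fewer than 3 UMIs in 1 of the groups has a fold change that depends on this prior count. Each SE is the size of the log2 fold change divided by the square root of the test's F, not a separate estimate. The prior count enters the fold change but not F, so the SE is approximate where UMIs are few. For the mixes, genes with a mean of at least 1 CPM in each mix were tested. The p threshold was the one at which 5% of the human genes tested are called, sensitivity is the percentage of mouse genes called and the false discovery rate the percentage of human genes among all genes called; 95% intervals are Wilson intervals. For medaka, genes with at least 1 UMI in the samples compared were tested, females against males without a covariate and DMY mutants against each sex with the library as a covariate. Numbers of pairs were varied with 10 draws each, where the paper used more. UMIs were thinned by random draws without replacement. Permutation tests used 100000 permutations, and their smallest p is 1e-05. Python 3.11 assembled the tables and drew the figure.

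The code was tested on simulated data with 200 changed genes and the depths and dispersions of the real samples. It called 197 of them with 9 unchanged genes for the mix5 and mix1 design, 86 with 1 unchanged gene for the 1 ng design and 140 with 14 unchanged genes (9.09% of calls) for the medaka design. The changed genes were drawn only among genes above a minimum mean of UMIs per sample. No effect of the library or the barcode was simulated. These numbers therefore do not describe genes with few UMIs or data with such effects.

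The alternatives tried were DESeq2 1.42.0 with its Wald test, edgeR's exact test, TMM over human genes only, library size without normalization factors, all genes with at least 1 UMI, filterByExpr of edgeR, at least 1 CPM in at least 30 samples, the library as a covariate, leaving out each library, thinning to equal totals, and filtering on the drawn or thinned samples. Alternatives chosen after seeing the data were the library and the barcode set together as covariates, thinning the fry to equal totals, leaving out the 2 mouse genes of highest mean CPM, a looser number of samples for BRB-seq, and a filter of over 1 CPM in at least 16 samples. That last filter came from counting the genes left by 26 filters and keeping the one whose total equals the paper's 18425 genes. Its total therefore matches by selection, and its number of mouse genes, a part of that total, is not an independent match. Its sensitivity and false discovery rate were computed afterwards. At the fixed specificity the false discovery rate follows from the sensitivity and the numbers of human and mouse genes tested. For Decode-seq it is therefore not an independent match either.

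The named genes were fixed by rule: every gene the paper names, the 25 genes of its qPCR list, and the 3 genes of smallest p higher in each sex; for the mixes, the 3 human genes of smallest p and the 3 mouse genes of highest mean CPM that were not called, in Decode-seq and BRB-seq. At most 2 identifiers in each direction are printed for human and mouse genes, because the files do not pair them with symbols. *DMY*, *foxl2* and *sox9b* were left out because no table pairs them with an identifier, and *vasa* was read as *ddx4*. Spike-in transcripts were left out except in the filter of at least 16 samples. The qPCR, HCR and knockout measurements, the mapping rates and the samples of mix1.5 at 10 ng and 1 ng were not analysed here.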

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

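The tests of mislabelled samples, of low depth at 1 ng and of *gsdf* within 1 library were chosen only after the result was seen.

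In the 100 ng libraries 4 samples stood apart from the 9 others of their library and mix in the percentage of UMIs on mouse genes. They are TSO19 of mix0.9 in DE1-1 with 0.929% (others 0.716% to 0.827%), TSO35 of mix4.5 in DE1-1 with 5.19% (others 4.60% to 4.84%), TSO19 of mix1.5 in DE1-2 with 1.60% (others 1.28% to 1.45%) and TSO21 of mix0.9 in DE1-3 with 1.66% (others 0.750% to 0.900%). With the samples of the 10 ng library, Dixon's test at the 5% level named 6 of 13 groups for this measure, where 0.65 would be named by chance. The 95% Wilson intervals of the 4 samples begin at 0.836%, 5.03%, 1.47% and 1.56%; for TSO21 of DE1-3 the interval lies far above the 0.900% that the others reach, so counting error is not the explanation there. For the other 3 it is left open, because the counting error of the samples they are compared with was not included. All samples of a mix are technical replicates of the same RNA, so no biological explanation applies; pipetting and exchange between wells were not tested. All 4 samples were kept.

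At 10 ng, TSO20 labelled mix4.5 had 0.591% (0.524% to 0.668%) of its UMIs on mouse genes, where the other samples with that label had 4.00% to 5.06%. TSO30 labelled mix0.9 had 4.75% (4.56% to 4.95%), where the others had 0.660% to 0.962%. A mislabelled sample is a candidate explanation, because 2 of these 2 samples lie in or reach the range of the other mix, and the barcodes are the last of one series of 10 and the last of the next. At 1 ng, TSO21 to TSO25, labelled mix4.5, had 0.795% to 1.06% against 4.11% to 4.77% in the other 5; of these 5 samples, 4 lie in or reach the range of the samples labelled mix0.9, so a mislabelled sample remains a candidate explanation there too. Low depth is excluded, since their UMI totals reach 45890 and those of the other 5 samples run from 27570 to 51196. The samples were not regrouped, because groups defined by the mouse share would make every test of mouse genes circular. If the labels are wrong, the sensitivities at 10 ng and 1 ng are too low.

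Among medaka fry, 3 stood apart in UMI total: TSO27 (male, DE2-2) with 181399 against 24818 to 107701 in the other males of the library, TSO39 (male, DE2-3) with 586551 against 32812 to 240341, and TSO31 (mutant, DE2-4) with 507502 against 125508 to 281808. Dixon's test named 3 of 22 groups for this measure, where 1.1 would be named by chance. The measure is one of depth. Normalization scales for depth, but effects of it may remain, as the next paragraph describes. No explanation for these 3 totals was tested. Leaving out any 1 of the 60 females and males, so 2 of these 3 fry but not the mutant, gave 38 to 57 genes that differ between the sexes.

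The difference between females and males was not the same in the 2 libraries that hold both sexes. The interaction of sex and library had an adjusted p under 0.05 for 42 of 17716 genes (edgeR's quasi-likelihood test), and 1 of 100 groupings of the same fry, the true one, gave as many, the others at most 24. For ENSORLG00000024202 the log2 fold change differed by -5.48 between DE2-3 and DE2-2 (adjusted p = 5.5e-25 in edgeR's quasi-likelihood test); 913 of its 1392 UMIs in females came from 1 fry of DE2-2. Of the genes of smallest p in DE2-2, 38.4% (33.0% to 44%; 114 of 297) had the same direction in DE2-3, as low as in 1 of 100 groupings, and of those of DE2-3 40.7% (35.3% to 46.3%; 122 of 300) in DE2-2, as low as in 2 of 100. Chance alone would give values near 50%, so the directions tend to be opposite. Depth is a candidate explanation: females had more UMIs than males in DE2-2 and fewer in DE2-3, and with every fry thinned to the same total the first percentage was 52.3% ± 2.82 (SD, 10 thinnings). The loss of UMIs itself is excluded, since removing the same share from every fry left 33.6% ± 2.16. The barcode sets also follow the sex in each library. With DMY mutants against females of DE2-3, where the barcode sets are arranged as in DE2-2, 55% (49.4% to 60.6%) had the same direction. The interval includes 50%, so whether the barcode set causes the opposite directions cannot be told apart from chance. Depth also runs as in DE2-2 there, with median UMI totals of 196978 in the mutants and 46648 in the females. That contrast therefore cannot separate the barcode set from depth, and it leaves both open. Effects of the barcode set do occur: in a fit of all 90 fry with library, barcode set and group, chosen after seeing the data, 217 of 19020 genes differed by barcode set with an adjusted p under 0.05 (edgeR's quasi-likelihood test). Within DE2-2 alone 32 genes had an adjusted p under 0.05, reached by 1 of 100 groupings, and within DE2-3 alone 13 genes, reached by 13 of 100. Differences in parents or development between the fry of the libraries were not tested.

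In the mix5 and mix1 libraries, 121 of 13636 human genes differed between the barcode sets with an adjusted p under 0.05 (edgeR's quasi-likelihood test), which is the same as a difference between the mixes that changes from library to library. As many were reached by 1 of 100 groupings, the true one; the largest of the others was 97 and their median 1. The barcodes themselves, by their sequence or oligo, are a possible explanation, because 85.6% (78.1% to 90.8%; 101 of 118) of these genes had the same direction between barcodes in the 100 ng libraries. ENSG00000168298, chosen after its values were seen, had 1274 ± 339 and 1190 ± 259 CPM (SD, n = 15) with barcodes TSO11 to TSO25 and 456 ± 159 and 483 ± 158 CPM with TSO26 to TSO40, whichever mix they marked. In the 100 ng libraries it had 421, 279 and 74.6 CPM (n = 30) with TSO11 to TSO20, TSO21 to TSO30 and TSO31 to TSO40. The samples hold the same human RNA, so no biological explanation applies. Because the sets were exchanged between the mixes, this effect does not follow the mix, and with the barcode set and the library as covariates 193 human genes differed between the mixes.

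The DMY mutants are in the medaka libraries, and the paper gives no result for them. Against males of the same libraries 30 of 18242 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, library as a covariate), 25 higher and 5 lower in mutants; against females there were 26 of 18081, 12 higher and 14 lower. Of 100 groupings of the same fry, the true one included, 7 and 6 reached these numbers; the medians of the others were 6 and 9 genes. A random grouping remains a possible explanation for the numbers 30 and 26. The balance of directions against females differed by library. In DE2-3 alone 139 genes differed, 119 higher and 20 lower in mutants, and in DE2-5 alone 19, 8 higher and 11 lower. Single genes differ more: *gsdf* had a log2 fold change of -2.62 against males (SE 0.39; adjusted p = 1.2e-07 in edgeR's quasi-likelihood test) and *foxl3* of 2.37 (SE 0.48; adjusted p = 0.00104 in the same edgeR quasi-likelihood test). Against females the values were -0.41 (adjusted p = 0.861) and 0.64 (adjusted p = 0.707) in edgeR's quasi-likelihood test. A difference between libraries is excluded for *gsdf*, whose log2 fold change was -2.75 in DE2-3 alone and -2.46 in DE2-4 alone. Loss of DMY may explain the fall of *gsdf*. Depth was not tested by thinning, but the counts argue against it for this gene. In DE2-3 mutants had a higher median UMI total than males (196978 against 102797) but fewer UMIs of *gsdf* (6 against 48, n = 10 each). The same held in DE2-4, with medians of 187879 and 138589 and 7 against 38 UMIs of *gsdf* (n = 10 each).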

How the results depend on the processing

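All alternatives named here were set before the data were examined unless chosen later is said. TMM over human genes only was among those set before. Its use to test an explanation, and the test of the 2 highest mouse genes, were chosen only after the result was seen. Over 39 results there are 265 values under alternatives: 138 stayed the same and 127 moved. Numbers of genes and percentages have no direction of their own in this count, but the prevailing direction among the genes turned in places, as given below. A value counts as the same when it stays on its side of the test, within 1 SD or interval, or within 1.5 times for a count. By that measure the ratio of mouse shares in BRB-seq and at 1 ng, the difference of the Spearman correlations and the draws of 10 pairs of fry stayed the same, although their values changed. The ratio at 1 ng was 3.65 ± 2.59 (SD) and 1.60 as the median fold change, the difference of the correlations ran from 0.0215 to 0.0624, and the draws gave 15 ± 9.43 genes and 8.9 with equal numbers from each library. For 32 named medaka genes there are 224 values: 148 the same, 52 weaker, 19 stronger and 5 reversed.

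The filter moved the mixes most. Over all genes with at least 1 UMI, Decode-seq mix5 against mix1 gave a sensitivity of 53.7% instead of 95.4%, a false discovery rate of 14.0% instead of 23.7%, 6101 mouse and 344 human genes with an adjusted p under 0.05, and BRB-seq a sensitivity of 44.6%, a false discovery rate of 18.0% and 3996 mouse genes. For the 3-fold difference it gave 28.4% with a false discovery rate of 27.7%, for the 5-fold at 100 ng 37.8% and 22.8%, at 10 ng 20.6% and 41.6% and at 1 ng 13.4% and 61.4%. With filterByExpr 4124 genes were left in Decode-seq, with a sensitivity of 98.7%, a false discovery rate of 46.4% and 224 mouse and 19 human genes with an adjusted p under 0.05. In BRB-seq it left 3685 genes, with a sensitivity of 99.2% and 374 mouse genes. Its sensitivity was 100% for the 3-fold difference, the 5-fold difference at 100 ng and 10 ng, with false discovery rates of 73.2%, 74.5% and 78.7%; at 1 ng it left too few mouse genes for a value. In medaka filterByExpr left 12 genes between the sexes, 24 shared with Table S1 and 2 of the qPCR genes among the 300 of smallest p, with 3 genes for mutants against males and 0 against females (77 with an unadjusted p under 0.05).

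DESeq2 gave a sensitivity of 96.3% and 65 human genes (51 lower, 14 higher) for mix5 against mix1, and in BRB-seq 155 lower and 90 higher instead of 192 and 53. For the 3-fold difference it gave 35.8% with a false discovery rate of 45.4%, for the 5-fold at 100 ng 46.8% and 48.1%, at 10 ng 23.9% and 60.1% and at 1 ng 15.8% and 79.7%. In medaka 16 of its genes were higher in each sex, instead of 32 in females and 14 in males. There 121 of its 300 genes of smallest p were shared with Table S1 and 11 qPCR genes were among them; mutants differed from males in 5 genes (3 higher, 2 lower, instead of 25 and 5) and from females in 0 (470 with an unadjusted p under 0.05). The exact test of edgeR gave 47.6% and a false discovery rate of 38.6% for the 3-fold difference, 64.4% for the 5-fold at 100 ng, 22.4% and 61.7% at 10 ng, 15.8% and 79.7% at 1 ng and 21 genes between the sexes.

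TMM over human genes only gave a sensitivity of 97.2% and 58 human genes in Decode-seq (46 lower, 12 higher, instead of 168 and 5), and in BRB-seq 47 lower and 119 higher. Library size without normalization factors gave 96.3% and 395 human genes in BRB-seq (360 lower, 35 higher). Thinned to the same total, sensitivity was 81.1% with 65 human genes in Decode-seq and 81.6% with 73 in BRB-seq. Filtering on the drawn samples gave 35.7% with 3 pairs, and filtering on the thinned counts 87.9% with 50% of the UMIs. As the median fold change over mouse genes tested, the ratio of mix5 to mix1 was 3.81, of mix4.5 to mix1.5 1.91, of mix4.5 to mix0.9 2.63 at 100 ng and 1.93 at 10 ng, and of mix1.5 to mix0.9 1.25.

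Leaving out a library, which also lowers the number of samples, gave sensitivities of 77.1% to 78.7% for mix5 against mix1, with false discovery rates of 27.0% to 27.2% and 258 to 350 human genes. In the library that remains, the barcode set follows the mix, so its effect is not separated from the mix. Draws of 15 pairs from both libraries, on genes filtered over all samples, gave a mean sensitivity of 88.7% and 118 human genes. With a library left out, the ranges for the 3-fold difference were 41% to 43.9% and 40.4% to 42.4%, and for the 5-fold at 100 ng 52.5% to 55.1% and 42.9% to 44.4%. Between the sexes the number of genes ran from 36 to 105, the genes higher in females among the 300 of smallest p from 107 to 226 (178 higher in females and 122 in males with all libraries, 107 and 193 without DE2-2), those shared with Table S1 from 132 to 160 and the qPCR genes from 16 to 24. Of the 25 qPCR genes 17 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Without DE2-2 there were 9, without DE2-3 13, without DE2-4 10 and without DE2-5 22. The exact test gave 9, DESeq2 4 and the library as a covariate 12. The library and barcode set as covariates over all 90 fry, a setting chosen after seeing the data, gave 19. Mutants differed from males in 54 to 59 genes and from females in 19 to 139, and the share of the sex genes of DE2-2 moved toward females ran from 47.3% to 54%. The direction reversed for ENSORLG00000024202 (log2 fold change -0.40 to 2.21) and *si:ch1073-385f13.3* (-0.75 to 3.57; -0.19 with DESeq2), in each case without DE2-2, and for *fbxo32* (-2.35 to 0.41) and *mknk2b* (-1.91 to 0.22) without DE2-4.

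The library as a covariate gave 28 genes between the sexes, 108 shared with Table S1, and the same numbers with only the 2 libraries that hold both sexes. It left 18 of the 32 named genes the same and weakened 11. Samples were not paired by number: the median correlation of samples with the same number in 2 groups was 0.084 for mix5 and mix1 (7 of 30 pairs over 0.1), 0.053 and 0.057 for the 100 ng mixes, and 0.026, 0.029 and 0.010 for medaka.

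Other alternatives were chosen after seeing the data. With the library and the barcode set as covariates over all 90 fry 123 genes were shared with Table S1. Thinned to the same total per fry, 3 genes differed between the sexes, 68 were shared with Table S1, 13 qPCR genes were among the 300 of smallest p, and 52.3% of the genes of 1 library kept their direction in the other. Without the 2 mouse genes of highest mean CPM the ratio of mouse shares was 4.35. The filter of over 1 CPM in at least 16 samples was found by stepping through filters until the gene total equalled the paper's. It gave false discovery rates of 14.2% in Decode-seq and 17.9% in BRB-seq, 4073 mouse and 298 human genes in Decode-seq, and a sensitivity of 94.4% with 2852 mouse genes in BRB-seq. With the exact test it gave sensitivities of 93.1% and 92.4%, false discovery rates of 14.5% and 18.3%, 3907 mouse and 274 human genes in Decode-seq and 2764 mouse genes in BRB-seq. With spike-in transcripts left out it gave a false discovery rate of 14.2%, 4069 mouse and 329 human genes, and 32.4% with 3 pairs. Loosening the number of samples for BRB-seq gave a sensitivity of 86.9% and a false discovery rate of 16.5%.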

Differences from the paper's values

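No test of an explanation bears on these differences, but the alternative with over 1 CPM in at least 16 samples was chosen only after the result was seen, by stepping through 26 filters until the gene total equalled the paper's.

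Values are said to differ when they are further apart than the SD here and one is more than 1.5 times the other, and an alternative closes a gap when its value no longer differs in that sense. For 30 pairs of mix5 and mix1 the paper gives a false discovery rate of 14.2%, and the value here is 23.7%. Of the alternatives set before the data were examined, testing all genes with at least 1 UMI closed the gap (14.0%). It did so at a sensitivity of 53.7%, where the paper gives 95.1%. It stayed open with DESeq2 (23.5%), the exact test (23.8%), TMM over human genes (23.3%), library size alone (23.7%), filterByExpr (46.4%), the library as a covariate (23.7%), each library left out (27.0% and 27.2%), thinning to the same total (26.9%) and at least 1 CPM in at least 30 samples (22.4%). Among alternatives chosen after seeing the values, the filter of at least 16 samples closed it (14.2%, 14.5% with the exact test, 14.2% without spike-in transcripts), and the library and barcode set as covariates did not (23.6%). At the fixed specificity this rate follows from the sensitivity and the numbers of human and mouse genes tested. A filter selected on the number of genes therefore gives no separate match in this rate. The sensitivity that the paper gives, 95.1%, and the value here, 95.4%, do not differ by the rule used.

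The paper tested 4432 mouse genes, and 2302 passed the filter here. No alternative set before the data were examined closed this gap: all genes with at least 1 UMI gave 13656, filterByExpr 227, at least 1 CPM in at least 30 samples 2093, each library left out 2327 and 2304, and thinning 2207; the choice of test and of normalization does not change the number. The filter of at least 16 samples gave 4432. It was selected on its total of genes, of which mouse genes are a part, so this is not an independent match.

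With 3 pairs the paper gives a sensitivity of 31.0%, and the mean of 10 draws here is 48.6%. Of the alternatives set before the data were examined, filtering on the drawn samples closed the gap (35.7%, draws from 27.4% to 41.2%). The exact test (46.2%, draws from 39.7% to 51.7%) came within 1.5 times of the paper's value, but it moved the value little and no draw reached the paper's. The gap was also closed by the filter of at least 16 samples without spike-in transcripts (32.4%), which was chosen after seeing the values. The paper counts 3060 mouse genes not called, and the mean here is 1183. The exact test (1238) and filtering on the drawn samples (1501) left this gap open; the filter of at least 16 samples closed it (2995).

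For BRB-seq the false discovery rate is about 18% in Fig. 1e, read by eye, and 30.7% here. Of the alternatives set before the data were examined, testing all genes with at least 1 UMI closed the gap (18.0%), but at a sensitivity of 44.6%. At least 1 CPM in at least 30 samples (24.4%, 95% Wilson interval 22.6% to 26.3%) came within 1.5 times of the paper's value without reaching it. DESeq2 (30.8%), the exact test (30.9%), TMM over human genes (30.6%), library size alone (31.0%), filterByExpr (30.6%) and thinning (34%) left it open. Of those chosen after seeing the values, the filter of at least 16 samples closed it (17.9%, and 18.3% with the exact test).

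In medaka no value differs by the rule used. Table S1 has 41 genes with an adjusted p under 0.05 and 179 genes higher in females, and the values here are 46 and 178. The paper lists *vasa* among its 300 genes, and here *ddx4* is at rank 49 with an adjusted p of 0.0537 in edgeR's quasi-likelihood test. It was 0.0372 in DESeq2's Wald test and 0.0240 in edgeR's quasi-likelihood test without DE2-3.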

Other observations

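The tests of normalization, of the share of UMIs on mouse genes, of single fry and of *cd74a* with *ddx4* were chosen only after the result was seen.

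Each result of a comparison was set against 100 groupings of the same samples, the true one included. The true grouping was the only one to reach its value, 1 of 100, for the sensitivity and for the mouse genes with an adjusted p under 0.05 in Decode-seq mix5 against mix1 (others at most 36.7% and 0 genes), in BRB-seq (others at most 56.1%), for the 3-fold and 5-fold differences at 100 ng (others at most 18.2% and 21.4%) and for the sensitivity at 10 ng (others at most 26.8%). At 1 ng the sensitivity was reached in 5 of 100 groupings, so a random grouping of the same samples remains a possible explanation of that value. Other values at 1 ng point the other way: the 38 mouse genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test) were reached by 1 of 100 groupings, with at most 36 in the others, and the mouse shares differed with p = 1.3e-04 (two-sided permutation test, n = 10 each). For females against males the 46 genes were reached by 1 of 100 groupings, with at most 41 genes in the others. Groupings that follow the libraries were counted apart: DE2-2 and DE2-4 against DE2-3 and DE2-5 gave 267 genes, and DE2-2 and DE2-5 against DE2-3 and DE2-4 gave 56, both more than the sexes. Within females the libraries differed in 1006 genes and within males in 159, each reached by 1 of 100 groupings.

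In Decode-seq human genes were more often lower than higher in mix5, although their amount differs little by design: of the 173 human genes with an adjusted p under 0.05 in Decode-seq (edgeR's quasi-likelihood test), 168 were lower. Other groupings gave at most 2. Mouse genes that enter the TMM factors are excluded as the whole cause, because 58 human genes remained when TMM used human genes only, 46 of them lower. In BRB-seq 192 of 245 were lower, but 47 of 166 with TMM over human genes only, so there the direction depends on the normalization. Mix5 holds slightly less human RNA by design; no other cause was tested.

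The ratio of the mouse shares in Decode-seq, 2.32, is below the 5 of the design, whereas BRB-seq gave 4.35. A few mouse genes that do not follow the mix may account for most of this, since without the 2 genes of highest mean CPM the ratio was 4.35 in Decode-seq as well. Exchange of UMIs between the samples of a library is excluded as the cause, because it would lower every gene, and 96.6% of the 290 mouse genes with at least 20 CPM had a ratio above that of the shares. UMIs of human RNA counted on these 2 genes are a candidate explanation: ENSMUSG00000106106 had a ratio of mix5 to mix1 of 0.973. In BRB-seq the same gene had 41.7 ± 13.9 and 44.6 ± 31.4 CPM (SD, n = 30), a ratio of 0.935, at a far lower level than the 17653 CPM of Decode-seq. In the 100 ng libraries of the other mixes the 2 highest mouse genes held 3.16% of the mouse UMIs of mix4.5. The sequences of these genes were not examined.

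Of the 23 named medaka genes with an adjusted p under 0.05, 11 lost it when 1 fry was left out. A single fry rather than the sex is a possible explanation where the fold change then fell as well, as in *si:ch1073-385f13.3* (log2 fold change 2.79 to 0.00 over the 60 fits), ENSORLG00000024202 (2.51 to 0.39) and *fbxo32* (-2.06 to -0.23). In others the fold change hardly moved and the adjusted p passed 0.05 by little, as in *krt97* (-1.13 to -0.91, largest adjusted p 0.0760 in edgeR's quasi-likelihood test), so the loss there does not show that 1 fry made the difference. For the 12 that kept it this explanation is excluded, since their adjusted p was at most 0.0377 in edgeR's quasi-likelihood test whichever fry was left out; *gsdf*, *foxl3* and *cd74a* are among them. Among the 11, the fry was TSO30 of DE2-3 in 3 cases and TSO16 of DE2-2 in 4, both females.

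If *cd74a* and *ddx4* both counted germ cells, they would rise together among females. Their correlation across 30 females was r = -0.0656 (permutation p = 0.735). By ranks it was rho = -0.0490 (permutation p = 0.797, adjusted p = 0.897 by Benjamini-Hochberg over 9 relations). Without the 2 fry farthest from the median of *cd74a*, r was 0.0284, and rho ran from -0.620 to 0.115 within libraries. With 114 UMIs of *ddx4* in 30 females the measure is too coarse, and a common source in germ cells cannot be told apart from its absence. *orla-b2m*, chosen after its values were seen, did rise with *cd74a* in females (r = 0.649, permutation p = 1e-04; rho = 0.693, permutation p = 8e-05, adjusted p = 3e-04; r = 0.621 without 2 fry; rho 0.411 to 0.891 within libraries) and in mutants (r = 0.564, permutation p = 0.00128; rho = 0.709, permutation p = 3e-05, adjusted p = 2.7e-04; r = 0.740 without 2; rho 0.456 to 0.721 within libraries). In males it did not (r = 0.0598, permutation p = 0.788; rho = 0.296, permutation p = 0.112, adjusted p = 0.168; r = 0.151 without 2; rho -0.150 to 0.432 within libraries). ENSORLG00000024202 rose with *cd74a* in each group, males included, with rho of 0.586 in females, 0.649 in males and 0.609 in mutants. Its permutation p values were 0.0016, 3e-04 and 0.00104 after the same adjustment. The absence of a rise in males therefore holds for *orla-b2m* and not for every gene tested. No explanation was tested for these relations.

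The 300 genes of smallest p between females and males of DE2-2 were followed in DMY mutants against males of DE2-3 and DE2-4: 141 of 300 (47%, 41.4% to 52.7%) had the direction of the females of DE2-2, where random lists of expressed genes had a median of 53% and 9863 of 10000 lists were at least as high. In DE2-3 alone the value was 47.3% and in DE2-4 alone 54%. No fry is in both comparisons. The list keeps its direction in 38.4% of genes between the females and males of DE2-3 themselves, so it does not mark a female level there, and these percentages do not show whether the loss of DMY changes the genes of sex. The 32 named genes, among them *gsdf* (log2 fold change of mutants against males -2.62), *foxl3* (2.37) and *cd74a* (0.60), had the direction of the female level over both libraries. In DE2-3 alone many of them went against it, among them *cd74a* (-0.67), *si:ch1073-385f13.3* (-1.36), *fbxo32* (1.41) and *calcoco1b* (0.91), and against females *cd74a* was lower in mutants (-0.95, adjusted p = 0.00835 in edgeR's quasi-likelihood test). They were named here or in the paper from the comparison of all females with all males, which includes the males set against the mutants, and shared males pull such genes toward the female level; how much of it comes from them was not tested. Thinning all fry to the same total left 3.6 ± 1.84 genes (SD, 10 thinnings) with an adjusted p under 0.05 between the sexes in edgeR's quasi-likelihood test, and removing the same share from every fry 4.3 ± 1.57, so the small numbers come from the loss of UMIs rather than from their balance.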
